A study of Mus musculus with 2 samples. Its data were reported in "TFAP2 paralogs regulate midfacial development in part through a conserved ALX genetic pathway" (2024).

How the data were processed

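Single-cell RNA-seq was performed on cranial neural crest cells (CNCCs) of mouse embryos at embryonic day (E) 11.5. Neural crest cells are a migratory population that arises at the border of the neural tube and forms much of the facial skeleton. The cells were labelled by a Wnt1:CRE driver that switches on membrane GFP from the mTmG reporter, and GFP-positive cells were sorted from heads cut below the second pharyngeal arch. Cells of 2 control embryos, heterozygous for floxed Tfap2a and Tfap2b, were pooled into 1 library, and cells of 2 mutant siblings, homozygous for both floxed genes, were pooled into 1 library. Each group therefore had 1 library, and no replicate error could be estimated.

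The deposited values are whole-number UMI counts per gene and barcode, with no normalization. The authors made these counts from 10x Chromium 3′ libraries with the count function of Cell Ranger (version 6.0.0 in the file headers) and the mm10 reference, and deposited the filtered barcodes. A UMI is a random tag that marks 1 captured transcript molecule, so copies made by PCR are counted once. The files hold 32285 genes. Of these, 32235 gene identifiers were found in GENCODE release M21, an annotation of GRCm38, the same assembly as mm10. The other 50 were kept without a position. Because a 3′ library counts transcript ends, a gene-level count does not tell a transcript of the intact floxed allele from one of the recombined allele. Per the authors' methods, the strand setting of the counting was not stated, so genes that overlap on opposite strands are treated as uncertain.

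Barcodes were filtered as in the study: those with over 10% mitochondrial UMIs, under 200 genes or over 7500 genes were removed. The 2 libraries were integrated on anchors with Seurat 5.3.0 in R 4.3.3, from 2000 variable genes and 30 dimensions, and clustered at a resolution of 0.05 to give the major classes. Mesenchyme cells were clustered again in 20 dimensions at a resolution of 0.2, the lowest of a fixed series that gave at least 5 clusters. The 22 outcome genes, namely Tfap2a, Tfap2b and the reduced and raised lists below, and Xist, Tsix and Y-linked genes took no part in clustering. MAGIC imputation, used in the study, was not used here. Clusters were named "-like" from marker lists fixed before the data were examined. The rule that turned these lists into names was settled only after the clusters had been seen. At first, a name needed at least 3 markers that were detected in 5% of the cells of a cluster and lay 1.5-fold or more above the other cells, and the class with the most such markers was taken. In the rule used, the 3 markers needed only a higher CPM, the class with the highest mean log2 ratio was taken if that mean lay above 0, and a cluster stayed without a name if its 10 leading genes held more markers of another class than of its own. A cluster also stayed without a name if its median UMI number was below the median of its sample divided by 3 and no marker of the name was among its leading genes. Both rules gave the same name to each of the 4 classes of cells and to the frontonasal-like, mandibular-like and maxillary-like clusters of the main clustering. Mesenchyme clusters 1, 4 and 5, which the first rule called maxillary, periocular and second arch, were left without a name. Haemoglobin genes were also kept out of the leading genes after the clusters were seen, and the name of the mesenchyme rests on this, since 3 blood markers and 2 mesenchyme markers were among its leading genes otherwise. The share of cells with a haemoglobin UMI was between 5.08% and 10.8% in the 4 classes, but 5 control barcodes held most of these UMIs.

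Doublets, barcodes that hold more than 1 cell, were called by Scrublet in scanpy 1.11.5. They were kept and removed in an alternative. Sums of UMIs per library were taken over the cells of a class or cluster and expressed as counts per 1000000 UMIs (CPM). Each sum has an exact Poisson interval, each log2 ratio of mutant over control an exact conditional binomial interval, and each share an exact Clopper-Pearson interval. The interval of a difference of shares combines the exact intervals of both. All intervals are at 95% and cover counting error only, not the difference between embryos. Intervals of UMI sums and their ratios also leave out the spread between cells. Where a library had 0 UMIs, the fold was set against a floor of 3 counts. The control and mutant sums of the kept cells, 82313680 and 77251738 UMIs, set the precision of each ratio. TMM scaling shifted all mesenchyme log2 ratios by -0.03. No p-value was computed, since cells are not replicates. The 3 gene lists came from the text of the study. The reduced list of 8 genes included Msx1, Pax3, Pax7, Alx1, Alx4, Crabp1 and Aldh1b1. The raised list was Col14a1, Col3a1, Postn, Ogn, Flrt2, Foxd1, Foxf2, Foxp1, Foxp2, Col1a1, Col2a1 and Col4a1. The hedgehog list of 7 genes, for which the study reported no significant changes, included Smo, Gli3, Gli2, Gli1, Ptch1 and Shh. A few genes of these lists and of the rankings below enter the list medians and counts but are not reported here by themselves. The study named several of these genes on the same libraries, so they are not independent evidence. The median log2 ratio of a list was set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression among those with at least 10 UMIs that are neither mitochondrial nor Xist, Tsix or Y-linked, and its interval came from 2000 Poisson draws of the counts.

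The genes named below were fixed in advance as the targeted genes, the 3 lists, Six2, Lhx6, Lhx8, Hand2, Dlx1 to Dlx6 (the family members 1, 2, 3, 4, 5 and 6) and Hoxa2. To these were added the 8 highest and 8 lowest mesenchyme ratios among genes with at least 100 UMIs in 1 or both libraries, leaving out Xist, Tsix, Y-linked, mitochondrial and listed genes. Other genes were chosen after their values were seen and are marked as such. Cell cycle phase was scored with the CellCycleScoring function and its 43 S and 54 G2M genes in mouse case, not with the list used in the study. For this, every cell was thinned to 7434 UMIs, the 10th percentile of kept cells, and 449 control and 672 mutant cells below that depth were left out. For comparing shares of cells with a UMI, the same thinned counts were used.

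The steps for ratios, intervals and matched lists were tested on simulated counts made from the mesenchyme sums of both libraries. All 200 genes changed by known amounts were recovered at a ratio of 1.5 or more in the right direction, 3 of 11468 unchanged genes passed that ratio, and 95.3% of the intervals held the true value over 11668 genes. Every known change was larger than 1.5-fold, and the counts followed the Poisson model that the intervals assume. These outcomes were therefore largely set in advance. Smaller changes and UMIs concentrated in a few cells were not simulated.

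The alternatives fixed before the data were examined were no barcode filter, removal of called doublets, TMM scaling by edgeR 4.0.16, equal weight for each cell, thinned cells, outcome genes kept in clustering, no integration, a higher resolution (0.4 for all cells and 0.4 for mesenchyme), a minimum of 30 UMIs for the count of genes, and cell cycle scores without thinning. A comparison within cells of 1 sex was also planned for libraries that each had at least 200 such cells. One more alternative, added after the data were seen, left out the 2 small mesenchyme clusters without a name and barcodes with over 5% haemoglobin UMIs.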

Results

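To examine CNCCs of embryos homozygous for floxed Tfap2a and Tfap2b, 1 control and 1 mutant library of sorted E11.5 cells were compared. Both genes encode transcription factors and were the targets of this design. The control library held 6148 barcodes with 83542433 UMIs and the mutant library 6063 barcodes with 79206144 UMIs. Filtering removed 523 control and 476 mutant barcodes, leaving 5625 control cells with a median of 13478 UMIs and 4027 genes, and 5587 mutant cells with a median of 12234 UMIs and 3868 genes. Scrublet called 1.65% of the control and 3.06% of the mutant cells doublets. Each group was a single pool of 2 embryos, so the differences below have no replicate check, and the intervals in brackets are 95% intervals for counting error only. The control cells carried Xist and the mutant cells Y-linked transcripts, so genotype and sex cannot be told apart in any comparison here.

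The targeted genes were examined first. In the mesenchyme, Tfap2a (ENSMUSG00000021359, GRCm38 chromosome 13, 40715302 to 40738376) had 1135 UMIs or 19.4 CPM in the control library and 589 UMIs or 13.4 CPM in the mutant library, a log2 ratio of -0.53 (-0.68 to -0.39). Tfap2b (ENSMUSG00000025927, chromosome 1, 19208914 to 19238576) went from 56.7 to 47.7 CPM, a log2 ratio of -0.25 (-0.33 to -0.17). Giving each cell equal weight moved Tfap2a most, to -0.29. Within the 5 larger mesenchyme clusters described below, Tfap2a ranged from -0.91 (-1.13 to -0.70) in cluster 0 to 0.33 (0.03 to 0.63) in cluster 1, and Tfap2b from -0.38 in cluster 0 to 1.44 in cluster 2. In thinned cells, a Tfap2a UMI was found in 10.4% of control and 7.89% of mutant mesenchyme cells, against a background of 0.872% and 0.923% in brain progenitor-like cells. The median depth before thinning was 14489 and 14319 UMIs in mesenchyme and 11599 and 11370 UMIs in brain progenitor-like cells. Without thinning, the shares in mesenchyme were 16.5% and 13.2%. In the other classes the log2 ratio of Tfap2a was -0.33 (-0.51 to -0.16) in neuron-like cells and -0.94 (-1.93 to 0.02) in brain progenitor-like cells, the latter from 22 control and 18 mutant UMIs. In glia-like cells Tfap2a was higher in the mutant library, with 0.60 (0.39 to 0.80) from 394 control and 389 mutant UMIs. Tfap2b had -0.38 in neuron-like and -0.28 in glia-like cells, and 0.29 (-0.21 to 0.80) in brain progenitor-like cells. Both genes were therefore still detected in the mutant library, and these counts do not separate transcripts of intact and recombined alleles.

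The next question was whether the mutant head held the same kinds of labelled cells. Clustering gave 4 classes, named mesenchyme-like, neuron-like, brain progenitor-like and glia-like. Mesenchyme-like cells made up 67.4% (66.2 to 68.7) of control and 51.0% (49.7 to 52.4) of mutant cells, a difference of -16.4 percentage points (-18.2 to -14.6). Neuron-like and brain progenitor-like cells together, called neuronal here, rose from 27.9% to 45.3%, by 17.4 points (15.6 to 19.2). The study describes such Wnt1:CRE-labelled cells as neurons and components of the brain. Shares within a library depend on each other. More of these cells in the mutant pool would therefore lower the mesenchyme share without any change in the mesenchyme, and a switch of fate cannot be read from it. Both parts rose, neuron-like cells from 14.3% to 23.3% and brain progenitor-like cells from 13.6% to 22.1%. Glia-like cells were 4.62% of control and 3.62% of mutant cells, a difference of -1.01 points (-1.76 to -0.259). The alternative that moved the mesenchyme difference most was the higher resolution, with -18.4 points.

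**Figure D1:**
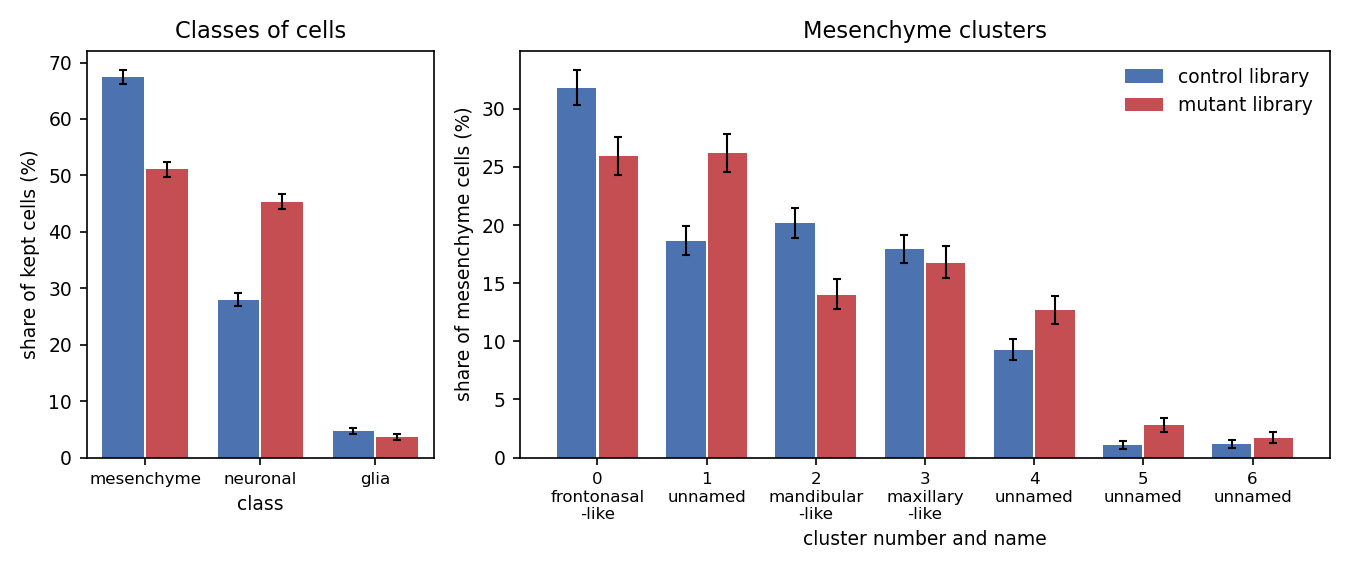
Shares of kept cells per class (left, %) and of mesenchyme cells per cluster (right, %) in the control and mutant libraries, with exact 95% binomial intervals for counting error as bars. Mesenchyme falls from 67.4% to 51.0% of cells while neuronal cells rise from 27.9% to 45.3%.

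Within the mesenchyme, 7 clusters were found. Cluster 0 was frontonasal-like, cluster 2 mandibular-like and cluster 3 maxillary-like. Frontonasal-like cells made up 31.8% of the control and 25.9% of the mutant mesenchyme, maxillary-like cells 17.9% and 16.8%, and mandibular-like cells 20.2% and 14.0%. Alx1, Pax3 and Pax7 were among the leading genes of the frontonasal-like cluster but took no part in forming it. Cluster 1, led by genes that include Hoxa2 and Emx2, held 18.6% and 26.2%, and cluster 4, led by genes that include Vtn, Acta2 and Tagln, held 9.25% and 12.7%. In each of clusters 0 to 4, leading genes that took part in clustering themselves differed between the libraries within the cluster, among them Cxcl13 in cluster 0 (log2 ratio -3.75), Hoxa2 in cluster 1 (0.18), Hand2 in cluster 2 (-0.19), Osr2 in cluster 3 (-0.25) and Acta2 in cluster 4 (3.90). The sizes of these clusters are therefore given without a comparison. At the higher resolution, 2 clusters were frontonasal-like. One held 18.8% of control and 11.6% of mutant mesenchyme cells, and the other 11.9% and 14.8%, and these sizes are not compared either, since leading genes differed within both, such as Calb2 (2.96) in the former and Foxl2 (0.51) in the latter. Cluster 5, in which 73.2% of control and 70.9% of mutant cells were called doublets, had 41 and 79 cells, and cluster 6, with medians of 968 and 928.5 UMIs, had 43 and 48 cells.

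Alx1 and Alx4, which encode homeobox transcription factors of the midface, were compared next. In the mesenchyme, Alx1 (ENSMUSG00000036602, chromosome 10, 102998707 to 103030215) fell from 190 to 117 CPM, a log2 ratio of -0.69 (-0.74 to -0.65). Alx4 (ENSMUSG00000040310, chromosome 2, 93642384 to 93681339) fell from 50.3 to 37.1 CPM, with -0.44 (-0.53 to -0.35). Thinning moved Alx1 most, to -0.62. In thinned mesenchyme cells, 37.3% of control and 26.7% of mutant cells had an Alx1 UMI, against 1.74% and 0.738% in brain progenitor-like cells. Without thinning, 43.3% and 31.9% of mesenchyme cells had an Alx1 UMI. In frontonasal-like cells the log2 ratios were -0.49 (-0.55 to -0.44) for Alx1 and -0.31 (-0.43 to -0.19) for Alx4. Without integration, the cluster named frontonasal-like was another set of cells, with 72.2% of control and 58.3% of mutant cells of cluster 0 and 99.7% and 97.0% of those of cluster 4. Alx1 had -0.74 there, and -0.57 without the cells of cluster 4. With the shares of the 7 clusters held fixed, 70.6% of the Alx1 difference and 57.6% of the Alx4 difference in the mesenchyme was left. This remainder includes any shift between kinds of cells within a cluster. Cluster 4 also held these transcripts, with log2 ratios of -0.98 for Alx1 and -0.51 for Alx4.

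**Figure D2:**
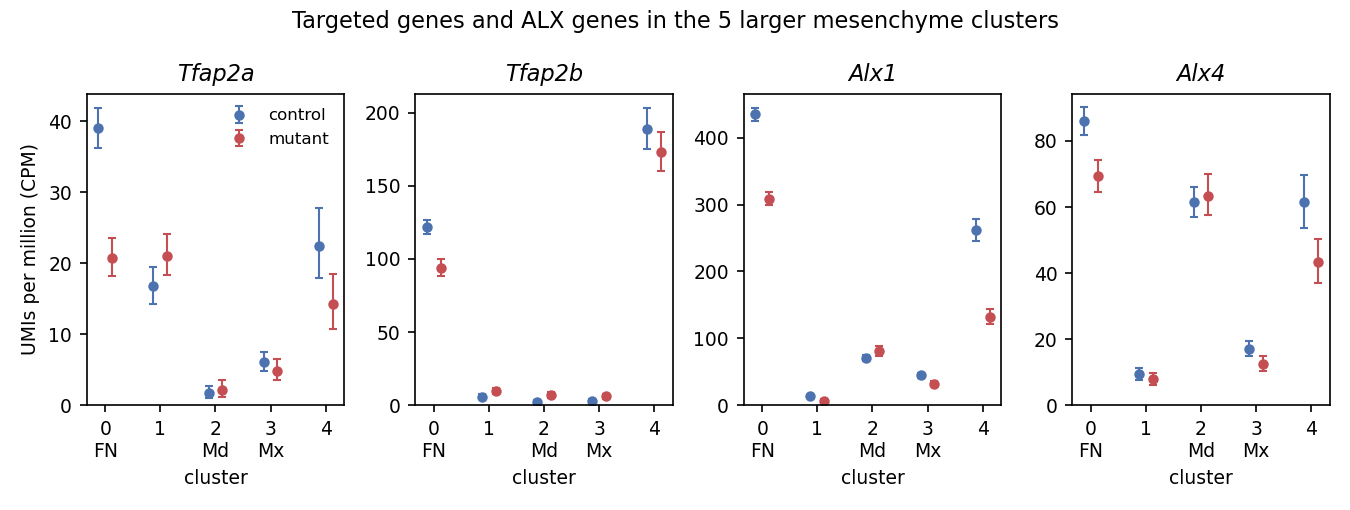
Expression (CPM) of Tfap2a, Tfap2b, Alx1 and Alx4 in the 5 larger mesenchyme clusters (FN frontonasal-like, Md mandibular-like, Mx maxillary-like) of the control and mutant libraries, with exact 95% Poisson intervals for counting error. Alx1 is highest in cluster 0, where it goes from 435 CPM in the control to 309 CPM in the mutant library.

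The genes that the study named as reduced, raised or without significant changes were then examined as lists in the mesenchyme. The 8 reduced genes had a median log2 ratio of -0.44 (-0.58 to -0.41), and all 8 were lower in the mutant library. This median lay at percentile 0 of 10000 random lists matched on expression. Among them, Crabp1 had -0.89 and Pax7 -0.89, while Aldh1b1, with 58 control and 39 mutant UMIs, had -0.16 (-0.79 to 0.45) and no difference detectable at this depth. The 12 raised genes had a median of 0.35 (0.33 to 0.47), at percentile 100, and all 12 were higher with CPM and TMM scaling, from 0.05 (-0.55 to 0.63) for Col14a1 to 1.16 (0.89 to 1.43) for Ogn, although Col14a1 was -0.03 with equal weight per cell and -0.36 in thinned cells. Postn had 0.68, Foxd1 0.67, Foxf2 0.63 and Col1a1 0.50. Not all of the raised genes were higher in each cluster, as Foxp2 (-0.52), Flrt2 (-0.41) and Foxp1 (-0.22) were lower in mandibular-like, Flrt2 (-0.43) in maxillary-like and Col4a1 (-0.10) in frontonasal-like cells. The higher resolution moved these medians most, to -0.38 and 0.25. The 7 hedgehog genes had a median of 0.10 (0.02 to 0.16), at percentile 91.1. Shh had a log2 ratio of 1.90 (1.02 to 2.85) from 15 control and 42 mutant UMIs, and 0.58 without the small clusters 5 and 6 and the haemoglobin-rich barcodes. Ptch1 had 0.23 (0.18 to 0.29), although -0.48 in cluster 4, and Smo 0.10 (0.04 to 0.16), and Gli1, Gli2 and Gli3 lay between -0.04 and -0.02 with intervals that included 0. Gli2 was 0.01 in thinned cells and Gli1 was 0.01 at the higher resolution. Gli3 had 0.57 (0.27 to 0.87) in cluster 4 and 0.16 (0.003 to 0.33) in cluster 1. In frontonasal-like, mandibular-like and maxillary-like cells its ratio lay below 0 with intervals that included 0.

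**Figure D3:**
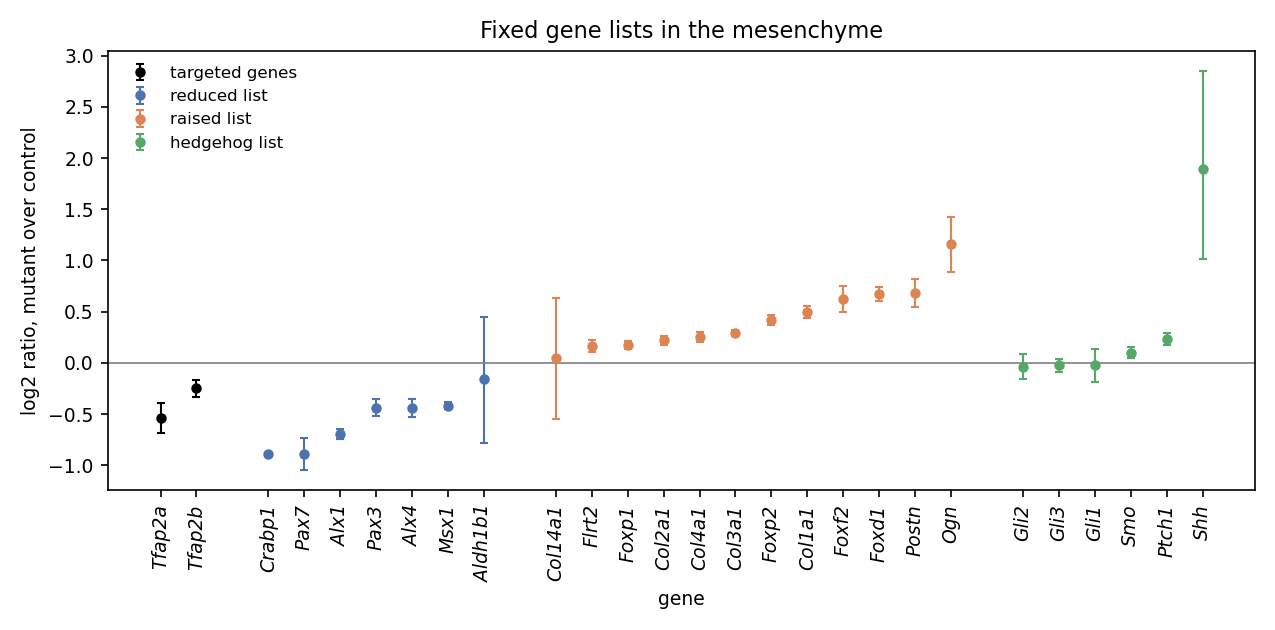
Log2 ratio of mutant over control CPM in the mesenchyme for the targeted genes and the reported genes of the reduced, raised and hedgehog lists, 1 point per gene with its exact conditional binomial 95% interval for counting error. All reduced genes shown lie below 0 and all 12 raised genes above it, the intervals of Aldh1b1 and Col14a1 include 0, and Col14a1 goes to -0.36 in thinned cells.

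Of the patterning genes, Hand2 had -0.48, Dlx3 -0.54, Dlx6 -0.50, Dlx5 -0.33 and Dlx2 -0.28, while Dlx4 with -0.11 (-0.50 to 0.28) had no difference detectable at this depth and was 0.02 at the higher resolution. Dlx1 had -0.09 (-0.20 to 0.01) over the mesenchyme, but -0.21 in thinned cells, -0.26 (-0.43 to -0.09) in cluster 1 and -0.58 (-0.91 to -0.26) in mandibular-like cells. Six2 had -0.09 (-0.17 to -0.01), although 0.71 in mandibular-like cells, Lhx6 0.13 (0.01 to 0.25), Lhx8 0.04 (-0.01 to 0.10), with -0.01 at equal weight per cell, and Hoxa2 0.64 (0.51 to 0.77). Lhx6 had 0.70 (0.37 to 1.04) in mandibular-like cells, and Lhx8 0.41 (0.25 to 0.57) there, 0.33 (0.11 to 0.55) in cluster 1 and 0.23 (0.05 to 0.40) in frontonasal-like cells. With cluster shares held fixed, 39.7% of the Hand2 difference and 41.7% of the Hoxa2 difference was left.

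Across the mesenchyme, 11657 genes had at least 100 UMIs in 1 or both libraries. Of these, 277 were 1.5-fold or more higher and 111 as far lower in the mutant library, so 71.4% of the 388 were higher. TMM scaling gave 257 and 128 genes, with 66.8% higher. Random splits of the control cells into equal parts gave a median of 20 such genes (9 to 35 over 100 splits), at lower depth per part. These numbers describe the 2 libraries and are not counts of changed genes. The 8 highest ratios included Gm15261 (7.18), Arhgap6 (5.79), Actc1 (4.44), Acta2 (3.93), Gm35082 (2.93), Fbxo44 (2.64) and Scg5 (2.53). Of the 606 mutant Acta2 UMIs, 96.5% lay in 10 cells. Gm15261 is an antisense gene that lies inside Arhgap6 on the X chromosome, so the split of counts between these genes is uncertain. The 8 lowest were the haemoglobin genes Hbb-bs, Hba-a2, Hba-x, Hba-a1, Hbb-y, Hbb-bh1 and Hbb-bt, together with Hemgn. Hbb-bs had 527 control and 0 mutant UMIs, 132-fold lower if the 0 is set to 3 counts. The interval of its log2 ratio ended at -6.74, and Hbb-y had a log2 ratio of -9.14. Most of the control haemoglobin UMIs, 99.2%, came from 5 barcodes. Paralogous haemoglobin genes can share reads, so their individual values are uncertain.

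Some genes differed in every class of cells. Of 9539 genes with at least 30 UMIs in each of the 4 classes, 19 were 1.5-fold or more apart in the same direction in all 4, with 13 higher and 6 lower in the mutant library. Of the 19, 14 were autosomal and 4 X-linked. Gm15261 and Arhgap6 had the highest ratios, from 5.79 for Arhgap6 in mesenchyme to 9.80 for Gm15261 in neuron-like cells. Hist1h2ak, Hmga1b and Dynlt1f belong to families of near-identical genes and their counts are uncertain. These genes were chosen after their values were seen.

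**Figure D4:**
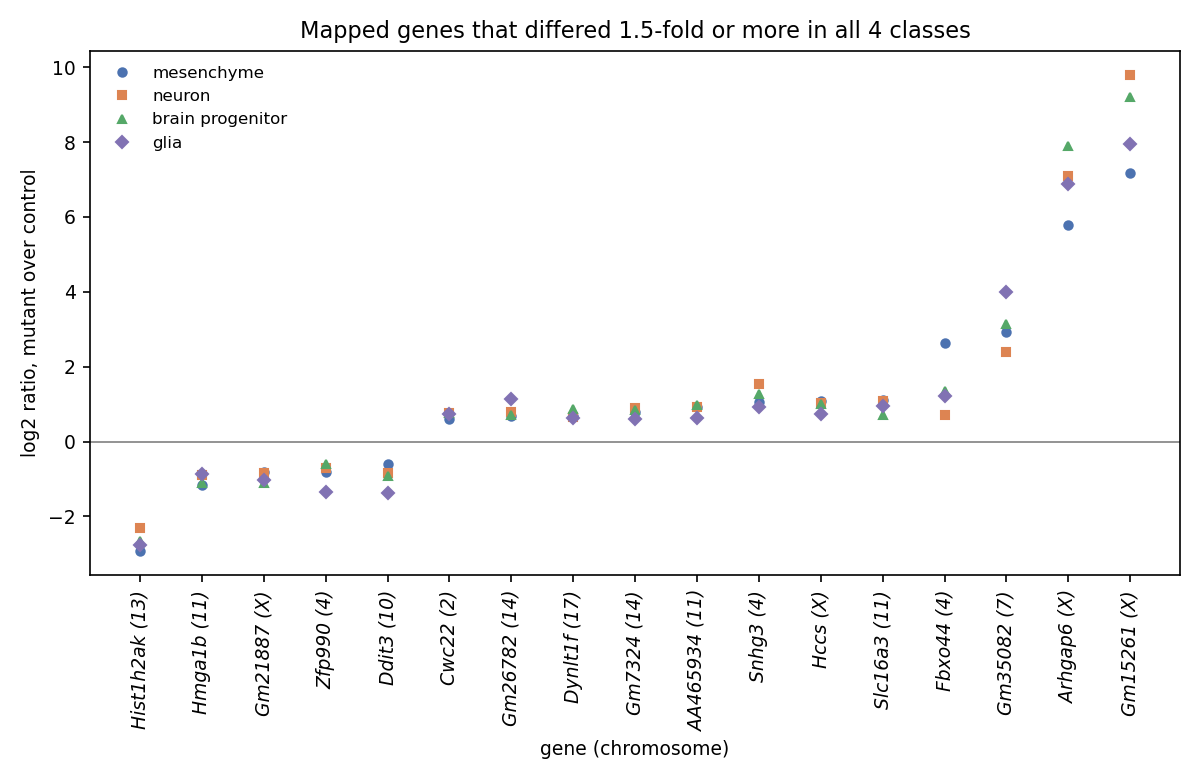
Log2 ratio of mutant over control CPM in mesenchyme-like, neuron-like, brain progenitor-like and glia-like cells for the reported genes with a mapped position that were 1.5-fold or more apart in the same direction in all 4 classes, with the chromosome in brackets. The lowest value of Arhgap6 and Gm15261 over the 4 classes is 5.79, for Arhgap6 in mesenchyme.

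Finally, the cell cycle was compared. In thinned mesenchyme cells, 82.8% (81.5 to 84.0) of control and 78.5% (76.9 to 80.1) of mutant cells were scored in S or G2M phase, a difference of -4.28 points, from 3585 and 2587 cells after 208 and 265 shallower cells were left out. Without thinning the shares were 82.4% and 77.0%, a difference of -5.42 points. At the higher resolution the difference was -0.18 points (-2.01 to 1.61). There, a cluster without a name held 10.1% of control and 11.9% of mutant cells and was not counted as mesenchyme, although all 566 of its control and 665 of its 666 mutant cells were mesenchyme-like in the main clustering, and 44.9% and 39.7% of its thinned cells were cycling.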

Values the study reported

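The study reported 16 clusters of cells in 3 major groups from the integrated libraries. It reported that the glial and mesenchymal populations of the mutant were reduced by about 7-8% each and that neuronal populations were increased by about 12%. In the mesenchyme it reported 383 dysregulated genes, 124 of them downregulated and 259 upregulated, at a log fold-change threshold of 0.1. It also applied a cut on the adjusted P value, with the FindMarkers function. The 1.5-fold counts in the results above used a larger ratio and no test, so the totals are unlike measures.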

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

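Of the tests in this part, those of the sex of the pooled embryos and of Tfap2a in glia-like cells were chosen after the result was seen, as was the comparison of clusters over all 38 genes.

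Of 38 genes fixed in advance, 10 went in opposite directions in at least 1 pair of the 5 larger mesenchyme clusters, with intervals that left out 0 on both sides, and the difference between clusters was not tested. Tfap2b had a log2 ratio of 1.44 in mandibular-like cells (29 control and 46 mutant UMIs) and 1.0 in maxillary-like cells, against -0.38 in frontonasal-like cells. Pax3 had 0.41 in mandibular-like against -0.36 in frontonasal-like cells. Alx1 had 0.19 in mandibular-like cells, against -0.49 in frontonasal-like and -0.46 in maxillary-like cells. Tfap2a had 0.33 in cluster 1 against -0.91 in frontonasal-like cells, and Six2 0.71 in mandibular-like cells against -0.46 in cluster 1. Of the raised and hedgehog genes, Foxp2 had 0.83 in frontonasal-like against -0.52 in mandibular-like cells, Foxp1 0.30 against -0.22 in the same clusters, Flrt2 0.50 in frontonasal-like against -0.43 in maxillary-like cells, Col4a1 0.38 in maxillary-like against -0.10 in frontonasal-like cells, and Ptch1 0.45 in cluster 1 against -0.48 in cluster 4. Explanations were tested only for Tfap2b, Pax3 and Alx1 in mandibular-like cells. Free RNA from other cells would raise these 3 genes in neuronal cells too, but their median log2 ratio there was -0.35. Neuronal cells hold Tfap2b and Pax3 of their own, so this rests on Alx1 (-1.15) and on the ratios in all kept cells, the source of free RNA, which were -0.15 for Tfap2b and -0.01 for Pax3, while Alx1 went from 138 to 69.2 CPM there. For Tfap2b it is less firm, since its ratio in brain progenitor-like cells was 0.29 with an interval from -0.21 to 0.80. Doublets stay open. The median of these 3 genes in mandibular-like cells was 0.41, and 0.42 without called doublets, but 0 of the 400 mutant cells there were called, so this step could not lower the mutant level. Cells placed in a neighbouring cluster were not tested as an explanation. A biological difference between the prominences may also be behind the pattern and stays open as a hypothesis, as does the sex of the embryos.

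Tfap2a, lower in mutant mesenchyme (-0.53) and neuron-like cells (-0.33), was higher in mutant glia-like cells with a log2 ratio of 0.60, and the difference between these classes was not tested. Doublets and depth were argued against, since the ratio was 0.68 without called doublets and 0.55 with equal UMIs per cell. A few cells were argued against too, as the 10 mutant cells with the most Tfap2a UMIs held 18.8% of them. Incomplete recombination in glia-like cells, transcripts of the recombined allele and the sex of the embryos stay open and were not tested. Crabp1 was higher in mutant brain progenitor-like cells (0.32) and lower in mesenchyme (-0.89), neuron-like (-0.10) and glia-like cells (-1.28), and neither the difference nor its cause was tested.

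Transcripts that took no part in the comparisons separated the libraries. An Xist UMI was found in 98.81% of control cells but in 0.107% of mutant cells, and a UMI of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d was found in 82.05% of mutant cells and in 2 control cells. This is consistent with pools of 1 sex each, female for the control and male for the mutant. A mixture of sexes in a pool would need cells of the other kind, but 2 mutant cells had Xist without a Y-linked UMI and 0 control cells had a Y-linked UMI without Xist. These transcripts do not bear on which library is the mutant. Genotype and sex are therefore confounded in every comparison between these libraries.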

How the results depend on the processing

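In all, 11 alternatives were tried, of which 10 were fixed before the data were examined and 1, which left out the small clusters and haemoglobin-rich barcodes, was chosen after seeing the data, as were the values without cluster 4. The comparisons within 1 sex were not run, since the libraries shared fewer than 200 such cells. No frontonasal-like cluster was named without the barcode filter, so its values are missing there. For the main results, 131 values stayed close and 22 moved, and none changed direction. For the other named genes, 367 values stayed close, 91 moved and 1 changed sign, leaving aside sign changes of genes whose interval held 0 from the start. The neuronal difference ranged from 16.9 to 18.0 points, and Alx1 in mesenchyme from -0.73 to -0.62.

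TMM scaling gave a median of 0.32 for the raised list. Equal weight per cell gave -0.29 for Tfap2a, -0.14 for Tfap2b and -0.64 for Alx1 in mesenchyme, and -0.43 for Alx1 in frontonasal-like cells. Thinned cells gave -0.62 for Alx1 in mesenchyme and -0.43 in frontonasal-like cells. With outcome genes kept in clustering, the cluster named frontonasal-like was another set of cells, with 99.7% of control and 99.4% of mutant cells of cluster 4 but 64.5% and 55.1% of cluster 0. Alx1 was -0.73 there, or -0.55 without cluster 4, and the difference in its share was -2.72 points in place of -5.91, neither of which is read as a change, since leading genes of cluster 0 differed between the libraries. Without integration it held 99.7% and 97.0% of cluster 4 and 72.2% and 58.3% of cluster 0, with -0.74 for Alx1 and -0.46 for Alx4, or -0.57 and -0.38 without cluster 4. The mesenchyme of the higher resolution lacked 566 control and 665 mutant cells of the main one, which lay in a cluster without a name. It gave -0.43 for Tfap2b and -0.62 for Alx1 in mesenchyme, -0.42 for Alx1 in frontonasal-like cells, medians of -0.38 and 0.25 for the reduced and raised lists, 169 higher genes, a mesenchyme difference of -18.4 points and a cycling difference of -0.18 points. Actc1, which rested on 5 mutant cells, was -1.66 there. With a minimum of 30 UMIs, 609 genes were higher and 295 lower, 904 together, since more genes with few UMIs enter. The causes of the other shifts were not tested.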

Other observations

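The tests of the barcode filter, of cluster shares, of the sex of the embryos, of Arhgap6 and Gm15261, of strain DNA, of doublets behind neural markers and of erythroid barcodes were chosen after the results were seen.

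The neuronal share was higher in the mutant library. Doublets, barcode filtering and depth were argued against, since the difference was 17.51 points without called doublets, 17.38 points with every deposited barcode and 17.56 points among cells with at least 7434 UMIs. More hindbrain in the mutant dissection would raise Hox transcripts in neuronal cells. The log2 ratio of 5 summed Hox genes there was -0.49, from 169 to 120 CPM. This cannot decide, since the study names Hox genes as outputs of TFAP2 in the pharyngeal arches, so genotype may lower them. In the mesenchyme, Hoxa2 went the other way, with 0.64. Differences in dissection, in sorting or between embryos stay open, as does an effect of genotype. The study's methods give each genotype as a part of the cells of a cluster, while the shares in the report are of kept cells per library. Over the cells of each class, mutant cells made up 42.9% of mesenchyme-like, 43.7% of glia-like and 61.7% of neuronal cells, which lie -7.08, -6.28 and 11.7 points from 50%. Of all kept cells, 49.8% were mutant.

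Shares of the 7 clusters alone did not explain lower Alx1 in the mutant mesenchyme, as 70.6% of the difference was left with them fixed. For Alx4, 57.6% was left. What was left includes any shift between kinds of cells within a cluster. The higher resolution gave 2 frontonasal-like clusters, so such shifts stay open. Depth was also argued against, with a ratio of -0.62 for Alx1 in thinned cells. The sex of the embryos cannot be told apart from genotype here, since 5556 control cells had Xist and no Y-linked UMI, against 2 mutant cells. Over 417 X-linked genes the median mesenchyme ratio was 0.03, and over 11215 autosomal genes 0.02. Kdm6a (-0.65), Eif2s3x (-0.69) and Kdm5c (-0.56), chosen after their values were seen, were lower in the mutant mesenchyme.

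Arhgap6 and Gm15261 were high in the mutant library in all 4 classes. An origin in 1 of the 2 mutant embryos was argued against, since 98.2% of the mutant mesenchyme cells with at least 20000 UMIs had a UMI of these genes, unless the other embryo gave hardly any cells. RNA of a single type of cell, in that type or free in the others, was argued against by the levels. The class with the least Gm15261 held 63.1% of the mutant CPM of the class with the most, from 194 CPM in neuron-like to 307 CPM in brain progenitor-like cells, while 6 mesenchyme markers lay in the other mutant classes at 2.15% to 8.87% of their mesenchyme level. Free RNA from a source outside the 4 classes was not tested. Sex cannot be told apart from genotype, as 4580 mutant and 0 control cells had a Y-linked UMI and no Xist. A structural or strain difference on the X chromosome was not tested and stays open. The 4 X-linked genes that differed in all 4 classes start between positions 168795099 and 170009659 there. Besides Arhgap6 and Gm15261 these are Hccs, higher in each class (0.75 to 1.09), and Gm21887, lower in each (-1.10 to -0.82).

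DNA of another strain around the floxed genes may make genes differ in all classes. Among the 14 autosomal genes that did so, 7.14% lay on chromosomes 1 and 13, where Tfap2b and Tfap2a lie, against 9.95% of the autosomal genes measured. Such DNA therefore does not account for the 13 genes elsewhere, while Hist1h2ak on chromosome 13 stays open. How this test was read was also settled after the value was seen, because with 14 genes its interval ran from 0.181% to 33.9%. The study kept its mice on a mixed background. Strain differences elsewhere in the genome were not tested and stay open for the 13 genes too.

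Neuronal and brain progenitor markers were mostly higher in the mutant mesenchyme, with a median log2 ratio of 0.90 over 15 genes, of which 13 were higher. Called doublets alone were argued against, since a median of 0.45 was left without them and the small clusters 5 and 6. There, 12 of the 15 markers were higher, with ratios from -1.30 to 1.48. Doublets that were not called stay open. Free RNA from the larger number of neuronal cells could explain what is left, as the median in all kept cells was 0.61 and 14 of the 15 markers went the same way there and in the remaining mesenchyme cells. A change within mesenchyme cells stays open.

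Lower haemoglobin in the mutant mesenchyme is consistent with a few erythroid barcodes in the control library, 5 of which held 99.2% of the haemoglobin UMIs there. Without them the log2 ratio went from -9.23 to -2.31. Higher Acta2 and Actc1 in the mutant mesenchyme is consistent with a few cells, since 96.5% of the mutant Acta2 UMIs lay in 10 cells and the 147 Actc1 UMIs in 5.

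Names of clusters were rebuilt here without imputation. The higher resolution gave 15 clusters of all cells. There, 2 mesenchyme clusters were frontonasal-like, with 601 control and 248 mutant cells in one and 379 and 317 in the other, against 1 such cluster in the main clustering, so differences from the study can come from these names.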
